A study of Mus musculus with 6 samples. Its data were reported in "miR-181a-5p mediates the effects of BMP4 on intestinal cell proliferation and differentiation" (2025).

How the data were processed

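Small RNA libraries were made from mouse intestinal organoids, which are epithelial cultures grown from isolated crypts in a gel. The labels place 3 libraries in a group given BMP4 (bone morphogenetic protein 4, a secreted growth factor) at 0.5 µg/ml for 4 days and 3 libraries in a group given the solvent PBS. Nothing in the labels states that the 3 libraries of a group came from separate cultures. The methods of the study describe replicates within each culture condition and repeated experiments in general terms, without saying which of these the libraries are. The p-values therefore measure the spread between these libraries, which may be technical. RNA was extracted with a kit that retains small RNA, and libraries were built with a small RNA ligation kit and selected for inserts of miRNA length.

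The authors trimmed adaptors with bbmap, discarded inserts outside the miRNA size range, mapped the remaining reads to the mouse genome with the mapping script of miRDeep2 and counted reads on mature miRNAs of miRBase with its quantifier at default settings. The deposited values are raw counts, whole numbers per mature miRNA and library, with no normalization. Per the labels, edgeR was among the tools of the submitters, with no version. The genome build and the miRBase release are not given in the sources used here. The deposited table lists 199 mature miRNAs, fewer than miRBase holds, and the rule by which they were kept is not given in the sources used here. Its order follows the strength of the difference (Spearman correlation of position with the p-value computed here 0.929 across 195 miRNAs, which are not independent), but it runs to miRNAs with no difference, so it is not a list of changed miRNAs alone. A miRDeep2 count can include the same read under near-identical mature sequences, so members of a family are uncertain where their sequences differ little. The entries let-7a-1-3p and let-7c-2-3p held identical counts in all 6 libraries.

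Counts were compared with edgeR 4.0.16 in R 4.3.3. Low entries were removed with filterByExpr, which left 195 of 199, library sizes were scaled by TMM (trimmed mean of M values, which sets the bulk of miRNAs to no change, with factors of 1.90 ± 0.105 in PBS and 0.542 ± 0.147 in BMP4, SD, n = 3), and BMP4 was compared with PBS by the 2-sided quasi-likelihood F test with Benjamini-Hochberg adjustment over the 195. A miRNA was called changed at an adjusted p under 0.05. CPM below are counts scaled to the TMM library size, and the standard error of a log2 fold change was taken from the fold change and its F statistic. Shares are percentages of the unscaled counts. Lists of miRNAs were fixed in 24 groups before the data were examined, among them markers of stromal, immune, endothelial, erythroid, neuronal, stratified epithelial and liver cells. Of 189 list members, 101 were in the table. The 11 lists with 3 or more tested members were tested with camera at a preset correlation of 0.01, and again with an estimated correlation and with fry, with Benjamini-Hochberg adjustment over the 11. Where both arms of a hairpin had a mean of 10 or more counts, log2((5p + 0.5)/(3p + 0.5)) was compared with limma 3.58.1 over 34 hairpins. This ratio does not depend on library scaling. Differences of single shares and ratios were tested by exact 2-sided permutation, for which 3 libraries against 3 allow no p under 0.1.

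The text names, by a rule set before the data were examined, the measured miR-181 arms, the 10 largest rises and 10 largest falls among called miRNAs with a mean CPM of 10 or more and no overlap between groups, the 5 most abundant in PBS and up to 4 abundant members of each list. That gave 74 miRNAs. A further 13 were chosen after their values were seen, and these are miR-194-2-3p, miR-27a-5p, miR-22-3p, miR-22-5p, miR-378a-3p, miR-378c, miR-378d, miR-152-3p, miR-19a-3p, miR-106b-5p, miR-18a-5p, miR-690 and miR-200a-5p. Other arms given as values within a group were also chosen that way.

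Hairpin positions are those of the GENCODE M21 annotation on GRCm38, matched by name, and not positions given by the authors. A position was found for 197 of 199 entries. The hairpin sequences of these were searched for stretches of 18 nt shared with annotated transcripts of other genes outside the hairpin's own locus, and 8 entries shared such a stretch with 5 or more genes. Drawing and sequence search used Python 3.11.15 and matplotlib 3.10.9.

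Total counts per library ranged from 259811 to 3486409. A count of 3, taken as the floor, was worth 11.5 CPM in the shallowest library and 0.860 CPM in the deepest without TMM scaling. On the TMM scale of the CPM below, the same count was worth 5.87 CPM in the shallowest library and 8.02 CPM in BMP4 replicate 2. Shares of a single library carry 95% Wilson intervals, and intervals and floors cover counting error only, since PCR copies are not independent molecules. Within each group the libraries differed by far more than sampling noise, with a chi-square per degree of freedom from 50.0 to 339, and the highest values were those of BMP4 replicate 2 with BMP4 replicate 1 (329) and 3 (339). No library was therefore taken as a copy of another, which does not tell separate cultures from separate preparations of the same RNA. The count test was checked on 20 sets of simulated counts for the 195 miRNAs of the BMP4 and PBS comparison, with the real library sizes and dispersions and 14 miRNAs changed at each fold. It recovered 40.7% of changes of 2-fold, 96.1% of 4-fold and 98.2% of 8-fold, with 3.24% false calls, and called on average 0 miRNAs where none was changed. The changed miRNAs and their directions were drawn at random, starting from the PBS means. The sets were not built to hold the composition of the real BMP4 libraries, so they do not cover errors of scaling from it. In the same design, a list of 8 members raised 2-fold was called in 100% of 20 sets, with 0.05 other lists called on average. Simulated miRNAs were drawn independently of each other, so list members in these sets carry no correlation. The 0.05 is therefore not the error rate of the list test in the real libraries, where members may be correlated. For 10 of 34 arm ratios shifted 4-fold the test recovered 76.0% and called on average 0.25 ratios that were not shifted.

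The alternatives set before the data were examined were other scalings (DESeq2 size factors, upper quartile, total counts), other low-count filters, DESeq2 1.42.0, the edgeR exact test, limma-voom, stricter thresholds, each library left out in turn, the replicate number as a covariate, and the most abundant miRNA left out. Further settings, chosen after seeing the data, left out the members of the miR-192, miR-194 and miR-215 list (under TMM and under total counts), the shallowest library and that with the lowest scaling factor, entries with shared sequence, or repeated entries. DESeq2 and the exact test gave no list test here.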

Results

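The data were read counts of 199 mature miRNAs in 6 small RNA libraries of mouse intestinal organoids, 3 given PBS and 3 given BMP4 at 0.5 µg/ml for 4 days. The comparison addresses which miRNAs differ in organoids exposed to BMP4, a factor that acts along the crypt to villus axis of the intestine. The PBS libraries held 259811, 2248866 and 2128086 counts and the BMP4 libraries 1074014, 998854 and 3486409 counts. A principal component analysis of the log2 CPM placed the groups apart on the first component, which held 68.6% of the variance. On the second component (18.6% of the variance) BMP4 replicate 2 lay at 8.79, apart from BMP4 replicates 1 (-7.90) and 3 (-3.62). That library also had the lowest TMM scaling factor, 0.375, and without it 71 miRNAs changed, against 59 with all libraries.

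By share of counts, BMP4 organoids differed most in miR-215-5p, a miRNA of the intestinal epithelium that shares its seed with miR-192. It took 14.8% ± 1.73 (SD, n = 3) of the counts in PBS and 56.7% ± 3.74 (SD, n = 3) in BMP4. By library, its share was 12.8% (95% Wilson interval 12.7 to 12.9), 15.5% (15.5 to 15.6) and 15.97% (15.92 to 16.02) in PBS, and 56.4% (56.3 to 56.5), 60.6% (60.5 to 60.7) and 53.2% (53.1 to 53.2) in BMP4. The 6 measured members of the miR-192, miR-194 and miR-215 list together held 37.6% ± 1.63 (SD, n = 3) in PBS and 78.8% ± 1.24 (SD, n = 3) in BMP4. miR-192-5p, the most abundant miRNA of PBS organoids, went from 17.3% ± 0.173 (SD, n = 3) of counts to 12.7% ± 0.607 (SD, n = 3).

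**Figure D1:**
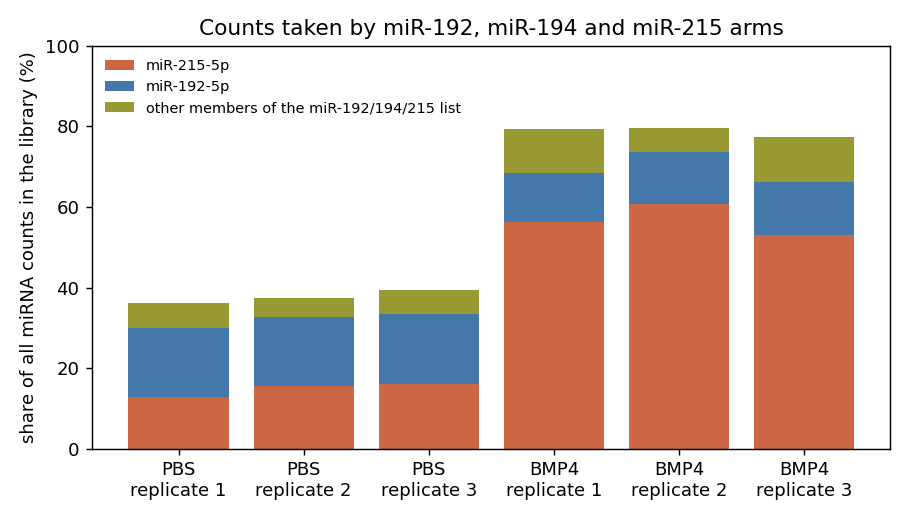
Share of all miRNA counts in each library (%, vertical axis) taken by miR-215-5p, miR-192-5p and the other measured members of the miR-192, miR-194 and miR-215 list, stacked, for the 3 PBS and 3 BMP4 libraries. The list sums to between 36.2% and 39.4% of counts in PBS and between 77.4% and 79.6% in BMP4.

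Of 195 tested miRNAs, 59 changed, 34 higher and 25 lower in BMP4. Values of the groups did not overlap for 85 of them (43.6%, where chance gives 10%). Among called miRNAs with a mean CPM of 10 or more and no overlap between groups, the largest rises were miR-3470a (log2 fold change 6.08 ± 0.55, SE, n = 3 per group, adjusted p = 2.25e-08), miR-6240 (5.32 ± 0.50), miR-3470b (4.89 ± 0.54), miR-2137 (4.27 ± 0.48) and miR-215-5p (3.85 ± 0.34, adjusted p = 2.25e-08). These were followed by miR-215-3p (3.77 ± 0.35), miR-5126 (3.68 ± 0.53), miR-203b-3p (3.66 ± 0.49), miR-194-1-3p (3.63 ± 0.33) and miR-24-2-5p (2.94 ± 0.44). The entries miR-3470a and miR-3470b had no more than 6 and 14 counts in any PBS library. Their hairpins share a stretch of 18 nt or more with transcripts of 1593 and 1972 other genes. miR-6240 had at most 13 counts in a PBS library, with a hairpin that shares sequence with 18 other genes. PBS counts were also low for miR-5126 (2, 10 and 9), miR-203b-3p (4, 15 and 19) and miR-2137 (8, 40 and 31). miR-5126 had 4 counts in BMP4 replicate 2 and was not tested without BMP4 replicate 3. The size of these rises is therefore uncertain. By the same limits, the largest falls were of miR-205-5p, a miRNA of stratified epithelium (-3.01 ± 0.55, adjusted p = 0.000233), miR-25-5p (-2.98 ± 0.58), miR-671-5p (-2.31 ± 0.56), miR-34c-5p (-2.31 ± 0.49) and miR-181b-5p (-2.17 ± 0.42). miR-17-5p (-2.002 ± 0.33), miR-20a-5p (-1.95 ± 0.31), miR-19b-3p (-1.73 ± 0.37), miR-34a-5p (-1.60 ± 0.46, adjusted p = 0.0111) and miR-342-3p (-1.58 ± 0.45, adjusted p = 0.0108) completed the 10. The leading falls rest on few BMP4 counts, with 3, 0 and 8 for miR-205-5p and 2, 0 and 6 for miR-25-5p. Those of miR-671-5p were 1, 2 and 8 and those of miR-34c-5p 2, 1 and 11, so the size of these falls is uncertain. The call of miR-34a-5p was lost without PBS replicate 1 (adjusted p = 0.0506), PBS replicate 3 (0.101) or BMP4 replicate 3 (0.0709), and that of miR-342-3p without PBS replicate 1 (0.0537), PBS replicate 3 (0.101), BMP4 replicate 1 (0.0588) or BMP4 replicate 3 (0.0698).

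These directions are relative to the bulk of the miRNAs. Scaled to total counts alone, 13 miRNAs were higher and 158 lower, and the median log2 fold change of all miRNAs went from 0.03 to -1.78. With the upper quartile as the scale, 29 were higher and 31 lower, and the median was -0.09. miR-215-5p (1.94), miR-194-1-3p (1.82), miR-3470a (4.28) and miR-205-5p (-4.71) kept their direction and call with total counts, while miR-192-5p went from 1.46 to -0.44. Without PBS replicate 3 the count of changed miRNAs was 35, with 11 lower. The count of lower miRNAs was 16 without PBS replicate 1, 16 without PBS replicate 2 and 13 without BMP4 replicate 3.

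**Figure D2:**
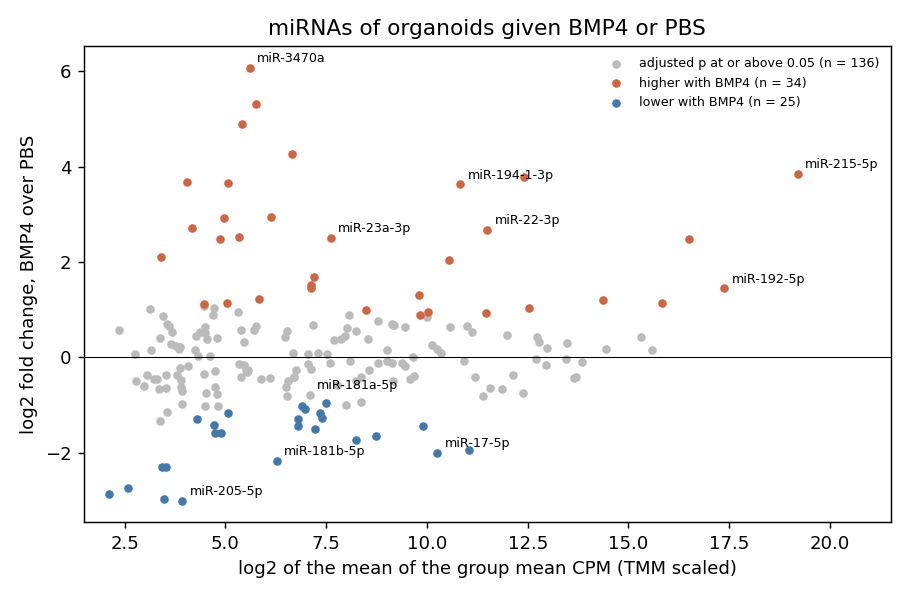
Log2 fold change of BMP4 over PBS (vertical axis) against the log2 of the mean CPM of both groups (horizontal axis, TMM scaled), 1 point per tested miRNA, coloured by the edgeR call. miR-215-5p lies at the right, above all other miRNAs in abundance, and miR-17-5p and miR-181b-5p lie among the 25 lower miRNAs; with total-count scaling most points lie lower and miR-192-5p falls below 0.

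All 6 measured members of the miR-192, miR-194 and miR-215 list, miRNAs of mature intestinal epithelium, rose, with 6 of 6 past the threshold over all miRNAs and 6 adjusted over the list alone. miR-215-5p and miR-215-3p come from the hairpin Mir215 at chromosome 1, 185313581 to 185313692 on the + strand of GRCm38, within an exon of the antisense transcript 2010103J01Rik and an intron of Iars2 on the other strand. Mir194-1 lies close by at 185313319 to 185313385, and its specific arm miR-194-1-3p rose by 3.63 ± 0.33 (SE, n = 3 per group) on the log2 scale. The second locus, Mir194-2 at chromosome 19, 6264643 to 6264728, and Mir192 at 6264844 to 6264932, lies outside annotated host genes. miR-192-5p rose by 1.46 ± 0.30 (adjusted p = 0.000654) and miR-194-2-3p had a log2 fold change of 0.99 ± 0.35 (adjusted p = 0.0396). The call of miR-194-2-3p was lost without PBS replicate 1 (adjusted p = 0.0997), PBS replicate 2 (0.0980), PBS replicate 3 (0.0766) or BMP4 replicate 3 (0.0836), and with total counts its value was -0.87. miR-194-5p, made by both loci, rose by 2.48 ± 0.28 (adjusted p = 5.61e-07). The list as a whole was higher by camera (adjusted p = 2.93e-07), and its adjusted p = 0.0915 with an estimated correlation.

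The arms that belong to either locus alone were also compared by their ratio, which is free of library scaling. miR-194-1-3p stood at 1.14 ± 0.163 (SD, n = 3) times miR-194-2-3p in PBS and at 7.44 ± 2.70 (SD, n = 3) times in BMP4. miR-215-5p was 0.855 ± 0.0936 (SD, n = 3) times miR-192-5p in PBS and 4.48 ± 0.323 (SD, n = 3) times in BMP4. For both ratios every BMP4 library lay above every PBS library. The exact 2-sided permutation p was 0.1 for both, the smallest this design allows.

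**Figure D3:**
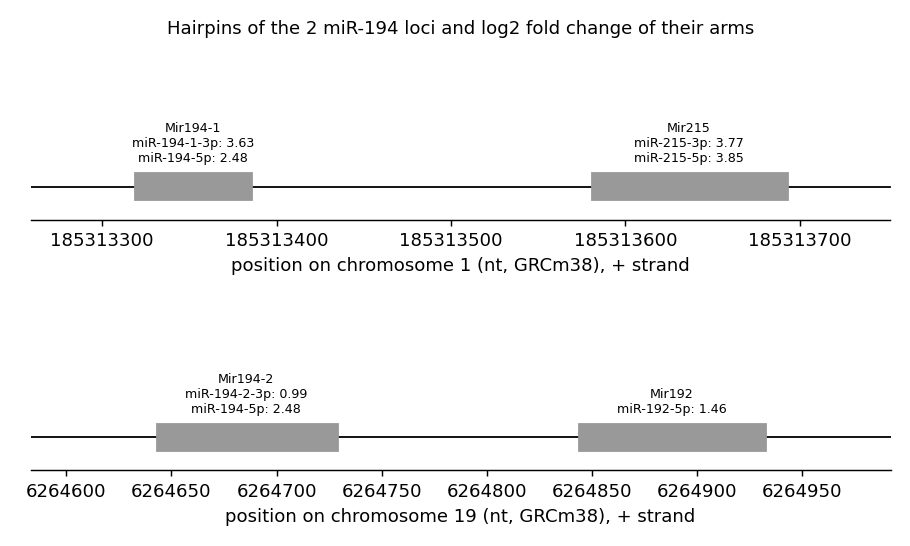
Hairpins of the Mir194-1 and Mir215 locus (chromosome 1) and of the Mir194-2 and Mir192 locus (chromosome 19), drawn to scale at their GRCm38 positions (horizontal axes, nt), with the log2 fold change of each measured arm. The arms specific to the chromosome 1 locus lie between 3.63 and 3.85 and those specific to the chromosome 19 locus at 0.99 and 1.46; with total-count scaling the latter are -0.87 and -0.44.

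In the miR-23/27/24 clusters, which occur as paired copies in the genome, 4 of 8 tested members rose, and 4 adjusted over the list alone. All 4 called members belong to the copy on chromosome 8, where Mir23a lies at 84208518 to 84208592, Mir27a at 84208672 to 84208758 and Mir24-2 at 84208815 to 84208921. miR-23a-3p rose by 2.50 ± 0.37 (SE, n = 3 per group, adjusted p = 1.54e-05), from 59.1 ± 6.75 to 335 ± 22.3 CPM (SD, n = 3). miR-24-2-5p rose by 2.94 ± 0.44 and miR-27a-5p by 2.48 ± 0.43. With total counts miR-24-2-5p kept its call (1.19, adjusted p = 0.0355) and miR-23a-3p (0.71, adjusted p = 0.109) and miR-27a-5p (0.67, adjusted p = 0.138) lost theirs. In the same cluster, miR-27a-3p had a log2 fold change of 0.95 ± 0.34 (adjusted p = 0.0409). This call was lost without PBS replicate 1 (adjusted p = 0.150), PBS replicate 2 (0.0933), PBS replicate 3 (0.0533), BMP4 replicate 1 (0.140) or BMP4 replicate 3 (0.114), and with total counts the value was -0.79. From the copy on chromosome 13, miR-23b-3p (-0.40 ± 0.33, adjusted p = 0.389) and miR-27b-3p (-0.04 ± 0.30, adjusted p = 0.928) were not called. The ratio of miR-23a-3p to miR-23b-3p was 0.0648 ± 0.0131 (SD, n = 3) in PBS and 0.487 ± 0.0872 (SD, n = 3) in BMP4, with an exact permutation p of 0.1. The list was not called by camera (adjusted p = 0.181), its median was 0.69 with TMM and -1.02 with total counts, and fry called it (adjusted p = 0.00898).

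Members of the miR-17-92 cluster and its paralogs, miRNAs known from proliferating cells, were lower. Of 16 tested, 8 fell, 0 rose and 8 did not pass the threshold, and 10 fell when adjusted over the list alone. miR-17-5p fell by 2.002 ± 0.33 (SE, n = 3 per group, adjusted p = 5.74e-05), from 1965 ± 213 to 489 ± 128 CPM (SD, n = 3), and miR-20a-5p fell by 1.95 ± 0.31 (adjusted p = 4.76e-05). Both hairpins lie in an exon of Mir17hg on chromosome 14, Mir17 at 115043671 to 115043754 and Mir20a at 115044157 to 115044263. miR-93-5p of the paralogous cluster in Mcm7 fell by 1.45 ± 0.33 (adjusted p = 0.00196). miR-19a-3p had a log2 fold change of -1.50 ± 0.41 (adjusted p = 0.00928; 0.0531 without PBS replicate 1 and 0.0778 without PBS replicate 3) and miR-106b-5p of -1.45 ± 0.41 (adjusted p = 0.0102; 0.101 without PBS replicate 3). miR-18a-5p was at -1.16 ± 0.43 (adjusted p = 0.0460), a call lost without PBS replicate 1 (0.0692), PBS replicate 2 (0.0948), PBS replicate 3 (-0.64, adjusted p = 0.443), BMP4 replicate 1 (0.0557) or BMP4 replicate 3 (0.160). miR-92a-3p, the most abundant member, did not pass (-0.67 ± 0.32, adjusted p = 0.124), but did without BMP4 replicate 2 (-0.99, adjusted p = 0.000206). By camera the list was lower (adjusted p = 0.000107), and its adjusted p = 0.200 with an estimated correlation.

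The miR-181 family was of interest because the study names its arms as lower in BMP4 organoids. Of the family 4 arms were measured, and 3 passed the threshold, all lower, and 3 passed adjusted over the list alone. The study chose this list on these samples, so its direction here is not independent evidence. miR-181b-5p fell by 2.17 ± 0.42 (SE, n = 3 per group, adjusted p = 0.000357), from 128 ± 11.9 to 26.5 ± 12.3 CPM (SD, n = 3). miR-181c-3p fell by 2.74 ± 0.63 (adjusted p = 0.00210), with 6, 41 and 41 counts in PBS and 0, 1 and 4 in BMP4. miR-181d-5p had a log2 fold change of -1.09 ± 0.37 (adjusted p = 0.0306), and its call was lost without PBS replicate 1 (adjusted p = 0.0554), PBS replicate 2 (0.0948), PBS replicate 3 (0.186) or BMP4 replicate 3 (0.148). miR-181a-5p did not pass (-0.78 ± 0.38, adjusted p = 0.130), and its unadjusted p by edgeR was 0.05001. Its 3 BMP4 values nevertheless lay under the 3 PBS values, at 100 ± 34.1 against 174 ± 24.1 CPM (SD, n = 3). Over the alternatives its adjusted p ran from 0.000422 with total counts, where the value was -2.53, to 0.439 without PBS replicate 3, and it passed under no setting but total counts. The list was lower by camera (adjusted p = 0.0317; 0.0516 without BMP4 replicate 1), and its adjusted p = 0.200 with an estimated correlation, the highest of its alternatives, with 0.00158 by fry the lowest. With an estimated correlation camera called 0 of 11 lists, and 2 had an unadjusted p under 0.05.

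Within the family, miR-181a-5p held 35.9% ± 0.439 (SD, n = 3) of counts in PBS and 46.9% ± 8.52 (SD, n = 3) in BMP4, a difference of 10.9 percentage points. miR-181d-5p held 35.3% ± 1.06 in PBS and 39.8% ± 10.5 in BMP4 (SD, n = 3), and miR-181b-5p went from 26.6% ± 0.890 to 12.6% ± 5.39 (SD, n = 3). The exact 2-sided permutation p for miR-181a-5p and miR-181b-5p was 0.1, the smallest possible, and that for miR-181d-5p was 0.8. The study describes miR-181a-5p as the most abundant arm of the family. In these counts its share and that of miR-181d-5p were close in PBS (35.96 and 34.2%, 35.5 and 35.3%, 36.3 and 36.3% by library). In BMP4 replicate 2 miR-181d-5p was above miR-181a-5p (51.6 against 37.5%), and the difference between these arms was not tested. The counting can place a read under several near-identical arms of the family, so these shares and the order of the arms are uncertain. The BMP4 libraries held 157, 64 and 484 family counts, so a 95% Wilson interval of the miR-181a-5p share spanned 46.3 to 61.7%, 26.7 to 49.7% and 44.5 to 53.4%. The sequences of Mir181a-1 and Mir181b-1 lie on chromosome 1 (137966455 to 137966541 and 137966639 to 137966718), those of Mir181a-2 and Mir181b-2 on chromosome 2 (38852735 to 38852810 and 38853830 to 38853918), and Mir181c and Mir181d in an intron of Nanos3 on chromosome 8 (84178873 to 84178961 and 84178716 to 84178787). The mature arms of miR-181a and miR-181b cannot be assigned to either of their 2 loci from these counts.

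**Figure D4:**
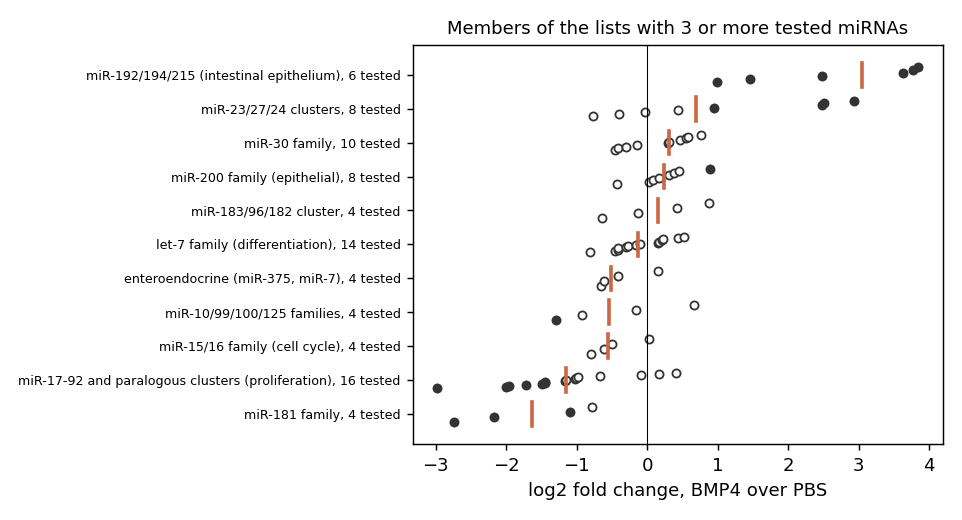
Log2 fold change of BMP4 over PBS (horizontal axis) for each tested member of the 11 lists with 3 or more tested miRNAs, filled where the adjusted p was under 0.05, with the median of the list as a vertical bar. The medians run from -1.63 for the miR-181 family to 3.05 for the miR-192, miR-194 and miR-215 list; with total-count scaling these medians are -3.41 and 1.26, and the medians of the miR-23/27/24 clusters (-1.02), the miR-30 family (-1.56), the miR-200 family (-1.58) and the miR-183, miR-96 and miR-182 cluster (-1.71) fall below 0.

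Several abundant miRNA groups of the epithelium were not called. In the miR-200 family 1 of 8 members passed by edgeR (0 adjusted over the list alone, 1 at an unadjusted p under 0.05; camera adjusted p = 0.982), and its most abundant member miR-200b-3p had a log2 fold change of 0.16 ± 0.27 (SE, n = 3 per group, adjusted p = 0.677). The member that passed was miR-200a-5p at 0.90 ± 0.32 (adjusted p = 0.0405; -0.95 with total counts), a call lost without PBS replicate 1 (0.0993), PBS replicate 2 (0.0589), PBS replicate 3 (0.101), BMP4 replicate 1 (0.0564) or BMP4 replicate 3 (0.0723). By edgeR 0 of the 14 let-7 members passed, over all miRNAs or over the list alone (1 at an unadjusted p under 0.05; camera adjusted p = 0.553), with let-7f-5p at 0.43 ± 0.34 and let-7g-5p at 0.17 ± 0.27, and 0 of the 10 miR-30 members did (1 at an unadjusted p under 0.05; camera adjusted p = 0.982). With BMP4 replicate 2 left out, let-7f-5p was at -0.12 and let-7g-5p at 0.05, neither past the threshold. The miR-30 list had a median of 0.31 and a mean of 0.17 while camera gave the direction down, far from its threshold. The miR-15/16 family (0 of 4, and 0 at an unadjusted p under 0.05; camera adjusted p = 0.553) and the enteroendocrine miRNAs (0 of 4, and 0 unadjusted; camera adjusted p = 0.553, miR-375-3p at -0.65 ± 0.34) were not called either. Nor was the miR-183, miR-96 and miR-182 cluster (0 of 4, and 1 unadjusted; camera adjusted p = 0.982), with a median of 0.15, a mean of 0.13 and the camera direction down. Adjusted over each list alone, these 3 lists also had 0 called. The enteroendocrine result depended on BMP4 replicate 2. Without it, miR-375-3p (-1.02, edgeR adjusted p = 0.000245) and miR-7a-5p (-0.81, adjusted p = 0.000396) passed. miR-7b-5p (adjusted p = 0.415) and miR-7a-1-3p (0.560) still did not. In the miR-10, miR-99, miR-100 and miR-125 families (camera adjusted p = 0.553) 1 of 4 passed, and 1 adjusted over the list alone, miR-99a-5p at -1.29 ± 0.44 (adjusted p = 0.0306), a call lost without PBS replicate 2 (0.257), PBS replicate 3 (0.145), BMP4 replicate 1 (0.0789) or BMP4 replicate 3 (0.116). In the same families miR-10a-5p (-0.93 ± 0.43, adjusted p = 0.120) passed once BMP4 replicate 2 was left out (-1.75, adjusted p = 2.97e-06). miR-99b-5p and miR-125a-5p passed in neither case. With total counts nearly all of these miRNAs had values under 0. Abundant members were then called lower by edgeR, such as miR-200b-3p (-1.70, adjusted p = 1.03e-05), let-7f-5p (-1.51, adjusted p = 7.69e-05) and miR-375-3p (-2.56, adjusted p = 3.89e-05). The lack of a call with TMM is thus relative to the bulk of the miRNAs. In the lists too short for a list test, 2 of 2 miR-34 members fell (2 adjusted over the list alone), and miR-221-3p, the 1 member measured of its list, was at -0.96 ± 0.36 (adjusted p = 0.0462), a call lost without PBS replicate 1 (0.187), PBS replicate 2 (0.108), PBS replicate 3 (0.167), BMP4 replicate 1 (0.0792) or BMP4 replicate 3 (0.101). miR-31-5p (0.65 ± 0.34), miR-21a-5p (0.69 ± 0.34), miR-29a-3p (-0.11 ± 0.38) and miR-210-3p (-0.17 ± 0.33) did not pass. Of these, miR-31-5p alone passed without BMP4 replicate 2 (0.92, edgeR adjusted p = 0.000721).

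The lists of other cell types had no more than 2 members each in the table. miR-1a-3p of muscle had 17.0 ± 5.81 CPM in PBS and 28.3 ± 7.43 in BMP4 (SD, n = 3), and miR-126a-3p of endothelium 67.3 ± 15.3 and 50.4 ± 7.79, neither past the threshold. Of the immune markers, miR-155-5p did not pass (-0.36 ± 0.48, SE, n = 3 per group), and miR-146a-5p was at 1.22 ± 0.39 (adjusted p = 0.0238), a call lost without PBS replicate 1 (0.0640), PBS replicate 3 (0.104) or BMP4 replicate 3 (0.0691). No marker of the erythroid list was in the table, and the neuronal miR-128-3p did not pass (0.68 ± 0.39), at 434 ± 197 CPM in PBS and 702 ± 208 in BMP4 (SD, n = 3). The liver miRNA miR-122-5p rose by 2.71 ± 0.57 (adjusted p = 0.000895) on counts of 5 to 14 in PBS and 18 to 29 in BMP4, and lost its call with total counts (0.83, adjusted p = 0.191). Of the stratified epithelium list, miR-205-5p fell (above) and miR-203-3p, at 3918 ± 447 CPM in PBS and 7995 ± 1689 in BMP4 (SD, n = 3), had a log2 fold change of 1.03 ± 0.29 (adjusted p = 0.0104; 0.0531 without PBS replicate 1; -0.83 with total counts).

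Arm ratios tell whether both arms of a hairpin moved together. Of 34 hairpins, 1 changed by limma, and 4 had an unadjusted p under 0.05. The ratio of miR-671-5p to miR-671-3p fell by 2.64 ± 0.49 on the log2 scale (SE, n = 3 per group, adjusted p = 0.0192), from a mean log2 ratio of 1.09 to -1.55, on counts of 1, 2 and 8 for the 5p arm in BMP4. That call was lost without PBS replicate 1 (adjusted p = 0.0741), PBS replicate 2 (0.0576), PBS replicate 3 (0.129) or BMP4 replicate 3 (0.142). The next 2, miR-27a (shift 1.61 ± 0.55, adjusted p = 0.216) and miR-18a (-1.28 ± 0.44, adjusted p = 0.216), did not pass.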

Values the study reported

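The study reported that 4 arms of the miR-181 family were lower in mouse small intestinal organoids given BMP4 at 500 ng/ml for 4 d. It gave the same direction for the family by qPCR, and for miR-181a-5p by qPCR in human duodenum organoids. In mouse organoids an inhibitor of BMP type I receptors weakened the fall of miR-181a-5p by qPCR. These qPCR results are other measurements than the counts used here. The statistics section of the study sets a general limit of p under 0.05. Whether the sequencing call used that limit, and whether on adjusted p-values, is not given in the sources used here. For final analysis the study aimed for more than 3 M reads in each sample.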

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

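Settings with the miR-192, miR-194 and miR-215 members, entries with shared sequence, repeated entries or 2 libraries left out were chosen after seeing the data. Under total counts 171 miRNAs changed, 13 higher and 158 lower, miR-181a-5p passed at -2.53, and the miR-181 list lost its call (adjusted p = 0.151). This scale moved the median of all miRNAs from 0.03 to -1.78, and why the list lost its call was not tested. It reversed 29 named miRNAs: miR-192-5p (-0.44), miR-200b-3p (-1.70), miR-148a-3p (-0.84), let-7f-5p (-1.51), miR-200a-3p (-1.47), miR-429-3p (-1.70), let-7g-5p (-1.67), let-7c-5p (-1.65), miR-15a-5p (-1.75), miR-31-5p (-1.08), miR-183-5p (-1.53), miR-182-5p (-1.10), miR-27a-3p (-0.79), miR-30d-5p (-1.62), miR-30a-5p (-1.47), miR-30e-3p (-1.13), miR-99b-5p (-1.23), miR-21a-5p (-1.18), miR-7b-5p (-1.79), miR-1a-3p (-1.12), miR-146a-5p (-0.58), miR-128-3p (-1.19), miR-203-3p (-0.83), miR-194-2-3p (-0.87), miR-378a-3p (-0.60), miR-378c (-0.83), miR-378d (-0.57), miR-152-3p (-0.33) and miR-200a-5p (-0.95). Total counts without the miR-192, miR-194 and miR-215 members gave 19 higher. An adjusted p under 0.01 left 34 changed miRNAs, by its own construction. The other scalings, filters and tools gave 50 to 61 changed miRNAs, and the settings added later 44 to 63. Upper quartile scaling ended the calls of miR-27a-3p, miR-194-2-3p, miR-200a-5p and miR-378d, and a mean CPM of 10 ended these and that of miR-18a-5p. No low-count filter ended those of miR-27a-3p, miR-378d and miR-18a-5p, and limma-voom that of miR-18a-5p. Leaving out the most abundant miRNA ended those of miR-221-3p, miR-18a-5p and miR-99a-5p. Over all alternatives the 83 named miRNAs outside the miR-181 family had 1495 values that were the same, 105 weaker, 44 stronger, 50 moved and 29 reversed. The 7 lists with no call under any alternative are given as counts, a choice made after their values were seen, with 132 values the same and 15 moved. With a library left out, the count ranged from 35 to 71, the higher from 24 to 38 and the lower from 11 to 33, where fewer samples were compared; the log2 fold change of miR-181d-5p ranged from -1.17 to -0.86, the adjusted p of the miR-181 list from 0.0240 to 0.0516, the lists called from 2 to 3, and the changed arm ratios from 0 to 1. The miR-181 list had an adjusted p of 0.0665 with 2 libraries left out. An estimated correlation left 0 lists called (adjusted p = 0.200 for the miR-181 family, 0.0915 for miR-192, miR-194 and miR-215 and 0.200 for miR-17-92), and fry gave 0.00898 for the miR-23/27/24 clusters, as it asks whether members move rather than whether they move more than others. A mean of 50 counts in both arms left 0 arm ratios, since miR-671 was no longer tested, with 1 of 15 at an unadjusted p under 0.05 by limma. Elsewhere the cause was not tested.

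The labels do not say whether the replicate numbers shared by the groups mark shared samples. Deviations of same-numbered libraries correlated at 0.04, 0.09 and -0.01, and not every library was closest to its own number. That gave no sign of shared samples, but deviations from means of 3 libraries cannot exclude them. With the replicate block 49 miRNAs changed, 27 higher and 22 lower, and 2 arm ratios, and the calls of miR-221-3p, miR-27a-3p, miR-194-2-3p, miR-378c, miR-378d, miR-18a-5p and miR-200a-5p were lost (adjusted p from 0.0545 to 0.0943). Total counts were lowest in PBS replicate 1, where 3 counts were 5.87 CPM on the TMM scale. On that scale 3 counts weighed more in BMP4 replicate 2 (8.02 CPM).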

Other observations

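Some related miRNAs outside the lists were called, although no test was made of them as groups. Of the miR-378 family, miR-378a-3p, a miRNA made from an intron of Ppargc1b, rose by 1.21 ± 0.28 (SE, n = 3 per group, edgeR adjusted p = 0.00210), from 12857 ± 2439 to 29644 ± 762 CPM (SD, n = 3). miR-378c was at 0.93 ± 0.30 (adjusted p = 0.0253), a call lost without PBS replicate 1 (adjusted p = 0.0668), PBS replicate 3 (0.0948), BMP4 replicate 1 (0.0953) or BMP4 replicate 3 (0.0792), and miR-378d at 1.14 ± 0.41 (adjusted p = 0.0409), lost without PBS replicate 1 (0.113), PBS replicate 2 (0.0626), PBS replicate 3 (0.138), BMP4 replicate 1 (0.0502) or BMP4 replicate 3 (0.303). These 3 arms are near copies that can share reads, and the remaining members, miR-378b (0.38 ± 0.35) and miR-378a-5p (0.53 ± 0.44), did not pass. Both arms of miR-22 rose, miR-22-3p by 2.68 ± 0.32 (adjusted p = 7.84e-07) from 783 ± 61.0 to 5013 ± 1237 CPM (SD, n = 3) and miR-22-5p by 2.53 ± 0.48, with the hairpin in an exon of Mir22hg at chromosome 11, 75463716 to 75463810 of GRCm38. In the miR-148 and miR-152 family, miR-152-3p rose by 1.51 ± 0.37 (adjusted p = 0.00304), and miR-148a-3p was at 1.14 ± 0.36 (adjusted p = 0.0201), lost without PBS replicate 1 (0.123), PBS replicate 2 (0.0571) or PBS replicate 3 (0.101). Most of that difference came from BMP4 replicate 2 (141825 CPM against 47610 and 51905 in BMP4 replicates 1 and 3), without which the miR-148a-3p value was 0.44 (adjusted p = 0.0297). In the same family, miR-148b-3p (0.85 ± 0.35, adjusted p = 0.0756; -1.08 with total counts) and miR-148b-5p (0.52 ± 0.47, adjusted p = 0.434; -1.25 with total counts) did not pass. With total counts the miR-378a-3p value was -0.60, that of miR-378c -0.83 and of miR-378d -0.57, the miR-152-3p value -0.33 and the miR-148a-3p value -0.84, while miR-22-3p stayed above 0 at 0.86 and miR-22-5p lost its call (0.85, adjusted p = 0.173). The miR-378 and miR-22 groups and that of miR-148 and miR-152 were chosen after their values were seen.

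Tests of composition, of a fall per cell, of reads shared by miR-192 and miR-215, of shared sequence and of clusters were chosen after the fold changes they rest on were seen, and those of depth, low counts and other splits before their own values were. With total counts most miRNAs were lower in BMP4. Depth of PBS replicate 1 does not account for it, since without that library the median log2 fold change was -1.75. Composition, in which a few abundant miRNAs take the counts, and a fall of most miRNAs per cell cannot be told apart. Without the miR-192, miR-194 and miR-215 members the median under total counts was -0.25, but the share of counts outside that list, 62.4% in PBS and 21.2% in BMP4, already sets it near -0.23, so this is no test of composition. The table holds no reference outside the miRNAs, so the total-count median of -1.78 leaves both open.

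Several of the largest rises were of entries whose hairpins recur in many longer transcripts, and this class was defined after miR-3470a, miR-3470b, miR-6240 and miR-690 (2.93 ± 0.43, SE, n = 3 per group) had been seen to rise. The 8 entries of the class had a median log2 fold change of 2.003 against -0.000238 for 185 others, a difference of 2.003 (permutation p = 0.00039 over 100000 resamples), but the 4 others of the class had a median of 0.42 (permutation p = 0.424) and 0 of these were called by edgeR (1 at an unadjusted p under 0.05), so the difference rests on the entries that prompted it. Fragments of longer RNA with shared sequence may be a source, and low counts may be another, and they cannot be told apart here. The 67 other entries in the same range of mean CPM had a median of -0.15 with quartiles of -0.68 and 0.55, which excludes nothing, since low counts widen fold changes in both directions. Neither read lengths nor ends were used here, and longer RNA was not measured.

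The locus of Mir215 and Mir194-1 rose more than that of Mir192 and Mir194-2. Reads shared between miR-192 and miR-215 do not account for it, since the 3p arms of miR-194, which are copies of neither, shifted in their ratio by 2.66 on the log2 scale with no overlap between groups. A hypothesis, formed from the fold changes at this locus, is that hairpins of one primary transcript change together. Over 47 hairpins in 19 clusters within 10 kb on one strand (hairpin matching was corrected for 1 name after a first run), the mean difference of log2 fold changes within a cluster was 0.63, against a median of 1.48 for shuffled hairpins (permutation p = 0.0001, the smallest that 10000 permutations can give), and it lay between 0.57 and 0.66 with any cluster left out. Several clusters hold members of one sequence family, such as Mir17 with Mir20a and Mir200a with Mir200b, and family members can share reads. Closeness within clusters therefore does not tell a common primary transcript from family membership. Primary transcripts were not measured, so control of transcription at this locus by BMP4 stays open and untested.

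For other splits of the 6 libraries into 3 against 3, of which there are 10, the design cannot give a share under 0.05. The real split gave 59 changed miRNAs, 1 arm ratio and 3 lists past the threshold, and the highest of the other splits gave 0 miRNAs, 0 arm ratios and 3 lists. Split by split, the others gave 1, 0, 2, 3, 2, 2, 2, 1 and 2 lists, so camera called lists in most mixed groups too. Each mixed group held more libraries of one treatment than of the other. Part of the BMP4 difference therefore remained between them, and the spread within them grew. Neither the 0 miRNAs nor the lists called in these splits measure an error rate. As large a result as the real one came from 1, 1 and 2 splits, the real one included.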
